A study of Homo sapiens with 3 samples. Its data were reported in "The circadian cryptochrome, CRY1, is a pro-tumorigenic factor that rhythmically modulates DNA repair" (2021).

How the data were processed

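Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed by the authors for CRY1, a cryptochrome that acts as a transcriptional repressor in the circadian clock. The cells were C4-2, an established human prostate cancer line that grows under castrate conditions, kept in hormone-proficient medium. The series holds 3 libraries: 2 replicate CRY1 immunoprecipitations and 1 input library of sheared chromatin that was not immunoprecipitated. Samples were grouped from their titles, which name each library as immunoprecipitate or input and number the replicates.

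The values analysed here came from 1 peak list. According to the methods of the study, the authors aligned the reads to hg19 (the GRCh37 assembly) with bowtie2 at default settings and called peaks with MACS2 on the replicates combined, at q < 0.05. MACS2 compares the read pileup with a local background and reports each enriched interval with its summit, the base of highest pileup. The study names a corresponding input, and its use as the control in the calling step is presumed. Handling of duplicate reads and removal of problem regions were not stated. Each peak carries a deposited score, which equalled the whole part of 10 times its −log10 q for every peak. It also carries the authors' fold enrichment, a linear ratio of the pileup at the summit over the background, and the authors' −log10 p and −log10 q values. All of these are the authors' own values per peak, and they were used only to describe, rank or filter peaks within the list. The pooled call has 3 consequences for the measurements. No peak has a replicate error, a peak present in only 1 replicate cannot be told from a peak shared by both, and a peak counts once however many reads support it. Sequencing depth is unknown from the list, so no interval that needs read counts is given. The intervals below cover the counting of peaks only.

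With default settings, the aligner places a read that matches several sites equally well at one of them. Peaks in repeated sequence therefore carry a position that the reads alone do not fix, and the repeat content of the summits was measured for this reason.

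The genome sequence used here was GRCh37, with the GENCODE release 44 annotation mapped to that assembly. No peak ran past the end of its chromosome. The 2 peaks on unplaced contigs were kept in the count of peaks and left out of every result that needs the genome or the annotation, which leaves 2549. Each summit was assigned to 1 region in a fixed order of priority: promoter (from 1 kb upstream to 100 bp downstream of an annotated transcription start site, TSS), transcription termination site (TTS, from 100 bp upstream to 1 kb downstream), 5′ UTR, 3′ UTR, exon, intron and intergenic. All annotated transcripts were used, and other transcript sets were tried as alternatives. Shares of summits have Wilson 95% intervals. Their background was 1000 random placements of the same number of positions on the same chromosomes outside runs of unknown bases, which allow a smallest two-sided p of 0.0020.

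Peaks per chromosome were compared with chromosome length by a chi-square whose p came from 100000 simulated draws, and with the number of annotated TSS as an alternative. Single chromosomes were tested by exact binomial tests, adjusted by the Benjamini-Hochberg method over the 24 chromosomes. Fold enrichment was compared between promoter and other summits by a two-sided permutation test of median log2 fold enrichment (100000 resamples, smallest p 1e-05). Every permutation test across peaks counted each peak as independent.

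Sequence motifs were counted on both strands in windows of 101 bp, 50 bp on each side of the summit. They were compared with windows centred 1000 bp to each side by Fisher's exact test and, for each side alone, by the exact McNemar test. They were also compared with 100 shuffles of the same windows that keep every dinucleotide count, and so keep GC and CpG content. The family held 11 motifs, with up to 2 mismatches allowed in the androgen response element and the CTCF motif. Benjamini-Hochberg adjustment was over the family. Test p-values below 1e-300 are given as below that value. The relation of E-box number to fold enrichment was measured by Spearman's rank correlation given GC content, with a permutation p.

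A gene was counted as having a peak when a summit lay within 5 kb of any of its annotated TSS. Gene lists were compared with all 20162 protein-coding genes by two-sided Fisher's exact tests, adjusted over the 3 lists. The lists were circadian clock genes, DNA repair genes, and genes regulated by the androgen receptor. FBXL21P of the clock list is not protein-coding in the annotation and was not tested. Many genes of the DNA repair list are named by the study, which chose among them in part with the help of these peaks, so that list is not independent evidence. NBN, RPA1, RPA2, POLD1, RAD52 and RAD54L are in the list without being named in the study's text.

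The tests, lists, motifs and most alternatives were fixed before the data were examined. The text names the genes of the lists that have a peak, up to 5 per list in full by fold enrichment, and the 10 peaks with the highest −log10 q, with fold enrichment breaking ties. A gene that this rule selects is not reported here. Alternatives were stricter q or fold thresholds, other distances, promoter definitions, windows and backgrounds, and the midpoint of the peak in place of the summit. The transcripts of the basic set, the set of 1 canonical transcript per gene and the placement at canonical TSS were added after seeing the data.

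The scripts were tested on simulated data. The motif scan found the planted E-box in 100% of 200 windows. It called 0% of 2349 windows without one, but these had first been cleared by the same scan, so that value was fixed beforehand. Among 300 shuffled windows, 100% kept their dinucleotide counts, and 100% of 12 positions with a known annotation received it. Permutation tests of medians without a difference gave p under 0.05 in 5.3% of 1000 simulations, against 98.3% of 1000 with a shift of 0.5 SD. The rank correlation without a relation did so in 5.4% of 1000. These simulations drew independent normal values, fewer than the peaks and with fewer resamples, and the rank correlation was run without GC content. A shift of 0.5 SD does not give the power for smaller differences. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, numba 0.67.0 and matplotlib 3.10.9, and samtools 1.23.1 indexed the genome.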

Results

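The list held 2551 CRY1 peaks in C4-2 cells, of which 2549 lay on chromosomes 1 to 22 and X. The other 2 peaks lay on 2 unplaced contigs, and 0 lay on chromosome Y. The peaks covered 776751 bases, or 0.0251% of the chromosomes, with a median width of 181 bp (range 83 to 3737 bp). Of the alternatives tried for the peak count, a fold enrichment of at least 5 moved it most, to 1444 peaks. At q < 0.01, 2444 peaks were left, and merging peaks within 1 kb left 2087.

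Fold enrichment, as given by the authors for each peak, had a median of 5.18 (quartiles 4.34 and 6.63, range 2.39 to 24.0). The median −log10 q was 6.02 (range 1.30 to 88.5). Fold enrichment and −log10 q ranked the peaks similarly, with a Spearman correlation of 0.936. Restricting the list to q < 0.01 moved the median fold enrichment to 5.27. Since the list came from pooled libraries, no value in it has a replicate error, and the peaks are not replicates of each other.

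Summits lay in promoters in 54.9% of cases (1400 of n = 2549, Wilson 95% interval 53.0 to 56.8%), against a mean of 5.43% in random placements (p = 0.0020, two-sided, the smallest that 1000 placements can give). The definition of the promoter moved this share most: it was 77.9% within 5 kb of a TSS on either side, where random placements gave 30.7%. With 1 canonical transcript per gene, a set chosen after the values were seen, it was 41.5% against 2.35% at random. Introns held 24.8% of summits (632) against 52.2% at random, and intergenic sequence held 10.5% (267) against 33.7%. Exons held 3.41% (87) against 2.24%, and 5′ UTRs held 1.06% (27) against 0.126%. Each of these 4 regions also had p = 0.0020 (n = 2549 summits). The TTS share was 4.59% (117) against 5.30% (p = 0.0939), and the 3′ UTR share was 0.745% (19) against 1.03% (p = 0.194, n = 2549 for both). The median distance from a summit to the nearest annotated TSS was 331 bp, and 14.2% of summits lay over 10 kb away.

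**Figure D1:**
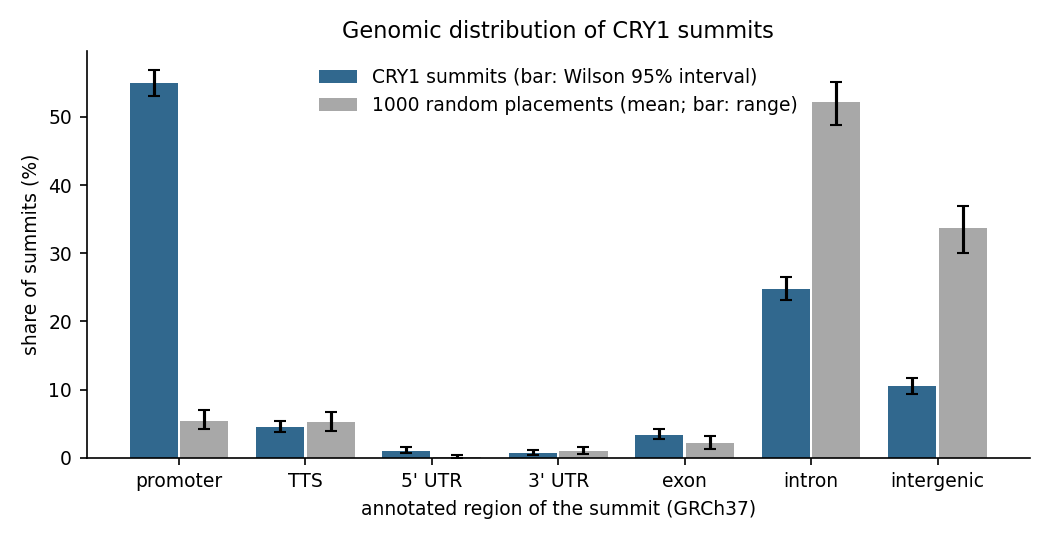
Share of CRY1 summits (percent, bars, Wilson 95% intervals) in each annotated region of GRCh37, beside the mean of 1000 random placements (bars, range). Promoters held 54.9% of summits against 5.43% at random.

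An annotated promoter with a summit belonged to 1478 genes, of which 1138 were protein-coding. With 1 canonical transcript per gene the count moved most, to 1119. Within 5 kb of a TSS, a summit was found for 2525 annotated genes, including 1657 of 20162 protein-coding genes (8.22%). Median fold enrichment was 5.28 at promoter summits (quartiles 4.34 and 6.84) and 5.14 at the other 1149 summits (quartiles 4.33 and 6.52). The log2 difference of medians was 0.04 (permutation p = 0.0110, two-sided). It depended on the measure: the difference in −log10 q was 0.10 on the log2 scale (permutation p = 0.0739). Both tests counted each summit as independent, although 40.7% of summits had another within 10 kb. Merging neighbouring peaks was not tried for this comparison.

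Peaks were spread unevenly over the 24 chromosomes relative to length (chi-square 811, 23 degrees of freedom, p = 1e-05, the smallest the 100000 draws can give). Taking the number of annotated TSS as the expectation moved the chi-square most, to 194, with the same p. Chromosomes 19 and 17 held 2.4 and 2.39 peaks per Mb, whereas chromosome 4 held 0.293 and chromosome X held 0.316. Relative to length, 8 chromosomes were above expectation and 7 below at an adjusted p under 0.05. Relative to TSS number, 5 were above in exact binomial tests: chromosome 7 (ratio 1.47, p = 5.05e-07, adjusted 4.04e-06), 9 (1.51, p = 3.69e-06, adjusted 2.22e-05), 10 (1.25, p = 0.0166, adjusted 0.0442), 17 (1.30, p = 2.76e-04, adjusted 9.47e-04) and 22 (1.49, p = 6.22e-04, adjusted 0.00186). Chromosomes 2 (0.584, p = 3.01e-10, adjusted 7.22e-09), 4 (0.536, p = 1.80e-07, adjusted 2.16e-06), X (0.600, p = 1.00e-04, adjusted 4.00e-04) and Y (0, p = 4.53e-05, adjusted 2.17e-04) were below in the same exact tests. These tests counted each peak as independent, although 40.7% of summits had another within 10 kb. Merging peaks within 10 kb was tried only with length as the expectation (chi-square 598, p = 1e-05). Whether each chromosome would still pass relative to TSS number after merging was not tested.

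**Figure D2:**
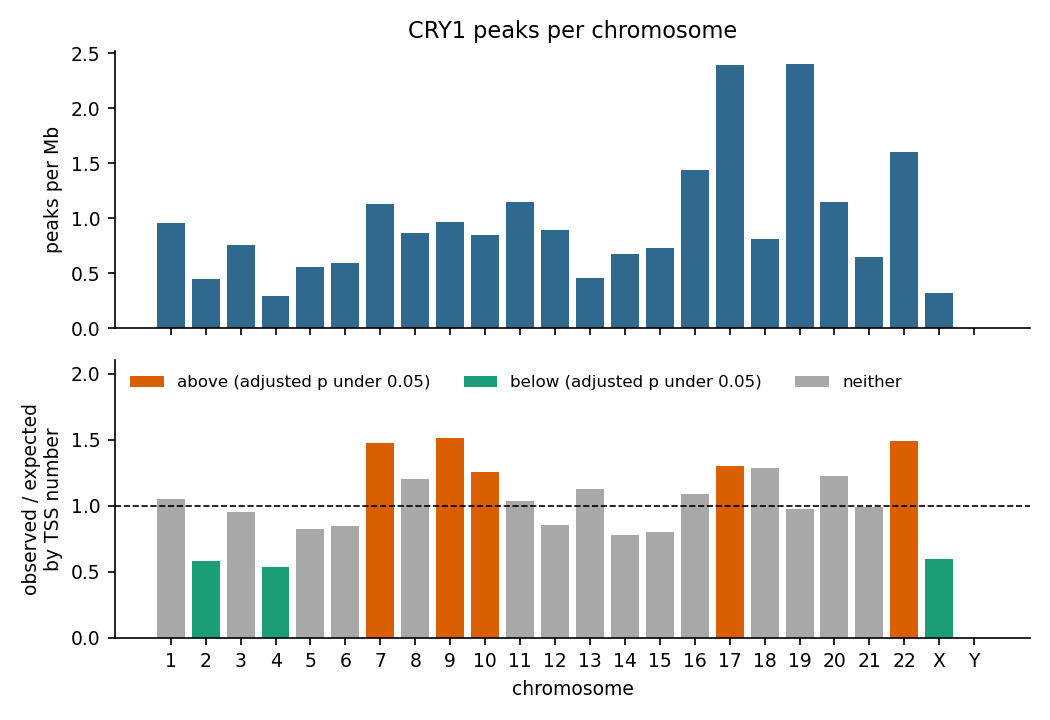
Peaks per Mb on each chromosome (top) and the ratio of observed peaks to those expected from TSS number (bottom, colours, adjusted p under 0.05). The ratio ran up to 1.51 on chromosome 9 and was 0.536 on chromosome 4.

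Of all summits (n = 2549), 40.7% had another summit within 10 kb, against a mean of 2.33% in random placements (highest 3.77%, p = 0.0020, two-sided, the smallest the placements can give). The distance of 2 kb moved the ratio of the shares most, from 17.5 to 73.6, with 34.9% against 0.474%. Placing the summits at randomly drawn annotated TSS gave the lowest ratio, 4.07, with a background of 10% and the same p. Within 50 kb the share was 50.8% against 10.9%.

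Chromosome X held 49 peaks in 16 loci, and 33 of them (67.3%) lay in 1 stretch of 44.5 kb at X:114959707–115004232, a region chosen after the values were seen. The stretch lies within the long noncoding genes DANT1 (X:114957232–115024399, plus strand) and DANT2 (X:114929200–115085481, minus strand). Of the 33 peaks, 13 had a fold enrichment of 8 or more (10.5 to 14.7), and all of these 13 had the sequence CACGTG within 50 bp of the summit. The median spacing of their summits, with the double spacing left out, was 2986 bp, and 12 of 12 spacings lay within 50 bp of a whole multiple of it.

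**Figure D3:**
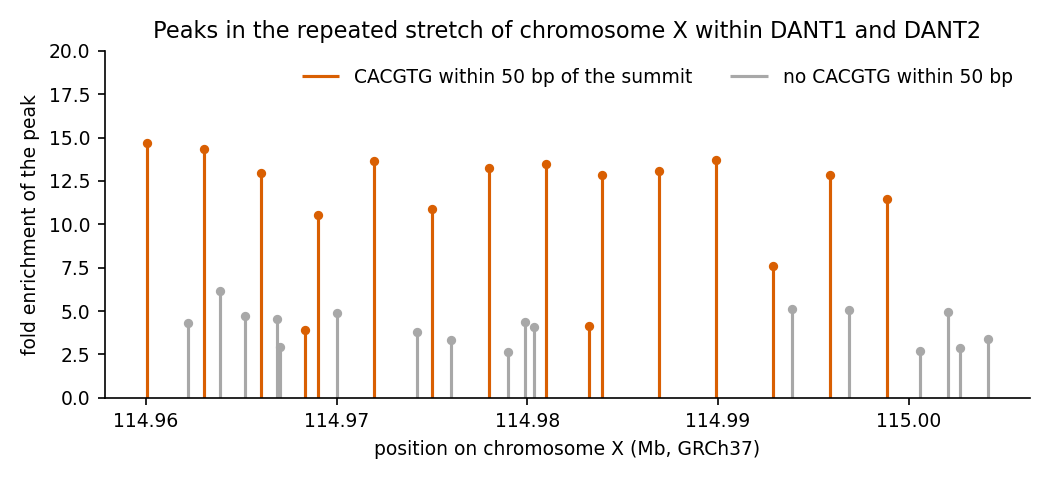
Fold enrichment of the peaks along the stretch of chromosome X (Mb, GRCh37), coloured by CACGTG within 50 bp of the summit. The 13 strong peaks, with folds of 10.5 to 14.7, all had the sequence and were spaced within 50 bp of multiples of 2986 bp.

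The peak with the highest −log10 q lay at the promoter of PER2 (2:239196378–239199005, fold enrichment 22.8, −log10 q 88.5), with its summit 129 bp upstream of the TSS. A peak whose nearest gene was SSPN was intergenic (12:26265961–26268573, 23.2, 82.4; 7495 bp upstream). The peak at CAMKK1 was intronic, with the highest fold enrichment of the list (17:3794815–3796867, 24.0, 80.5; 808 bp downstream). Promoter peaks followed at RALGDS (9:136023919–136026011, 18.1, 79.0) and INAFM2 (15:40615430–40616041, 21.6, 78.4). PER3 (1:7843822–7845193, promoter), NR1D1 (17:38254757–38257403, intron) and NR1D2 (3:23986711–23988202, promoter) shared a fold enrichment of 17.8 and a −log10 q of 77.8. A peak whose nearest gene was ITPR2 was intronic and 28442 bp upstream of the TSS (12:26676318–26677617, 17.7, 76.6).

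The E-box CACGTG, a site bound by the clock activators CLOCK and BMAL1, lay within 50 bp of 47.8% of summits (1218 of 2549, interval 45.8 to 49.7%). It lay in 1.63% of the windows 1000 bp away (83 of 5098, odds ratio 55.3, Fisher's exact p below 1e-300). Only the summit window held it in 1202 peaks and only the left flank in 28. For the right flank the numbers were 1199 and 20 (exact McNemar p below 1e-300 on each side, two-sided). Shuffled windows held it in 2.80% on average (2.00 to 3.53%). The width of the window moved the share most, to 75.6% against 18.4% in the flanks with 500 bp on each side. Motif counts do not show which protein bound the sites, and the study also reported enriched motifs of c-Myc, Max and USF1.

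Of the 11 motifs of the family, 8 were more frequent at summits than 1000 bp away at an adjusted p under 0.05. Shuffled windows as the background, like windows of 25 or 500 bp on each side, gave 7. The E′-box CACGTT lay at 6.63% of summits against 2.1% (Fisher's exact p = 5.22e-22, adjusted 1.44e-21), and the hypoxia response core RCGTG, which the E-box contains, at 67.4% against 19% (p below 1e-300). The GC box lay at 27.0% against 9.65% (Fisher's exact p = 1.60e-82, adjusted 5.87e-82) and at 19.4% of shuffled windows. Forkhead sites lay at 4.71% against 2.63% (Fisher's exact p = 3.57e-06, adjusted 6.54e-06), ETS sites at 0.785% against 0.275% (p = 0.00288, adjusted 0.00395) and AP-1 sites at 2.20% against 1.22% (p = 0.00153, adjusted 0.00240). Paired by peak, ETS sites did not differ from the left flank alone (exact McNemar p = 0.0614) at a p under 0.05, nor did AP-1 sites from the right flank alone (exact McNemar p = 0.0725). CTCF sites lay at 3.69% against 1.80% (Fisher's exact p = 1.20e-06, adjusted 2.64e-06), but at 3.73% of shuffled windows. No difference passed the threshold for the D-box (0.314% against 0.530%, Fisher's exact p = 0.212, adjusted 0.259), the androgen response element (0.235% against 0.333%, p = 0.516, adjusted 0.567) or the RORE (0.118% against 0.0785%, p = 0.693, adjusted 0.693).

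Peaks with more E-boxes had a higher fold enrichment, with a Spearman correlation of 0.265 given GC content (permutation p = 1e-05, two-sided, the smallest the resamples can give). Windows of 25 bp on each side moved it most, to 0.203 with the same p. From the weakest to the strongest of 5 groups of equal size, the share of summits with an E-box was 32.7, 38.8, 42.8, 55.9 and 68.6%. The share rose from 27.5 to 62.9% among promoter summits and from 38.7 to 73.9% outside promoters. Promoter summits held an E-box less often than the others (43.7%, 612 of 1400, against 52.7%, 606 of 1149; odds ratio 0.696, Fisher's exact p = 6.62e-06, two-sided).

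**Figure D4:**
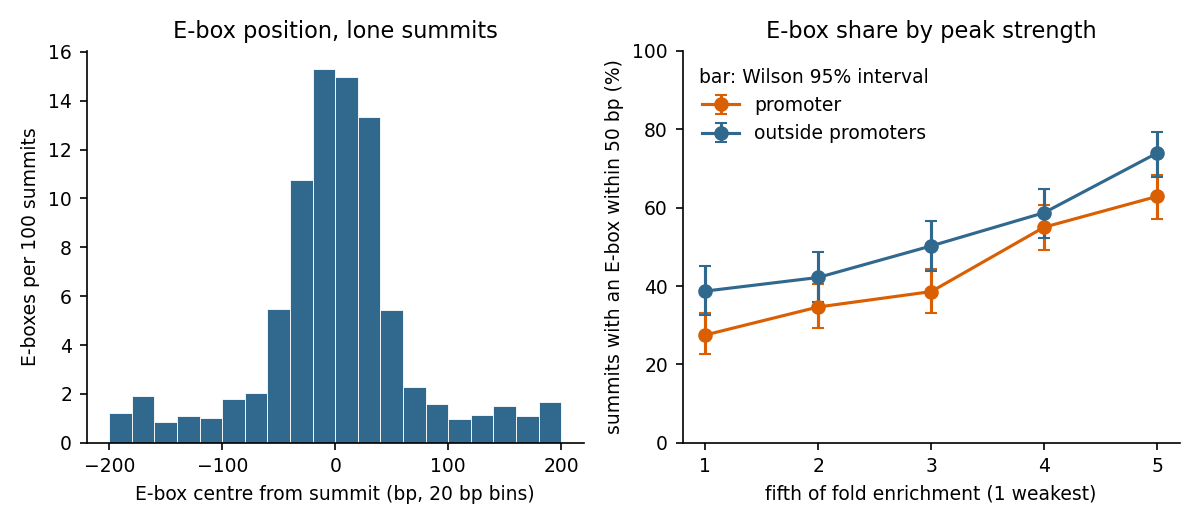
Left, E-boxes per 100 lone summits by distance from the summit (bp), and right, share of summits with an E-box (percent, bars, Wilson 95% intervals) in 5 groups of rising fold enrichment. The share rose from 27.5 to 62.9% at promoters and from 38.7 to 73.9% elsewhere.

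Among the clock genes, 16 of 25 (64%) had a summit within 5 kb of a TSS, against 8.22% of protein-coding genes (odds ratio 20, Fisher's exact p = 4.04e-12, adjusted 1.21e-11, two-sided). The odds ratio moved most within 50 kb, to 8.33 with 17 genes. PER3, PER2, CRY2 and CRY1 were named as bound by the study, so they are not independent evidence. Without them, 12 of 21 had a peak (odds ratio 15, Fisher's exact p = 1.33e-08). PER2, PER3, NR1D1 and NR1D2 were among those with the highest fold enrichments, at the peaks given above. Others with a peak were PER1, DBP, TEF, HLF, CRY2, CRY1, BHLHE40, CIART, BHLHE41, CSNK1E and TIMELESS. The nearest summit lay 1166 kb from a TSS of BMAL1, 888 kb from CLOCK, 1126 kb from NPAS2 and 831 kb from RORA.

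Of the genes regulated by the androgen receptor, 9 of 30 (30%) had a peak (odds ratio 4.81, Fisher's exact p = 4.88e-04, adjusted 7.33e-04, two-sided). The alternatives gave 7 to 11 genes, and the odds ratio moved most within 50 kb, to 2.26 (Fisher's exact p = 0.0384). The intron of TMPRSS2 held the strongest peak (21:42898427–42899114, fold enrichment 11.7), 4216 bp downstream of a TSS. Promoter peaks lay at HERC3 (4:89514259–89514862, 8.05), ZBTB10 (8:81397549–81398109, 6.83), ABCC4 (13:95953760–95954185, 5.18) and FKBP5 (6:35656656–35656949, 5.0). NDRG1, KLK3, CAMKK2 and PMEPA1 also had a peak.

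Of the DNA repair genes, 2 of 21 (9.52%) had a peak, against 8.22% of protein-coding genes (odds ratio 1.18, Fisher's exact p = 0.689, adjusted 0.689, two-sided). Within 50 kb the odds ratio moved most, to 0.651 with 3 genes (Fisher's exact p = 0.599). Many genes of this list were named by the study, in part with the help of these peaks, so it is not independent evidence. The peaks lay at the promoters of XRCC3 (14:104178873–104179196, fold enrichment 4.87) and POLD2 (7:44162746–44163181, 3.85). The nearest summit lay 141 kb from a TSS of CHEK2, 434 kb from RAD50 and 1872 kb from MRE11. The median distance was 382 kb, compared with 0.310 kb for the clock genes and 208 kb for the androgen receptor list.

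**Figure D5:**
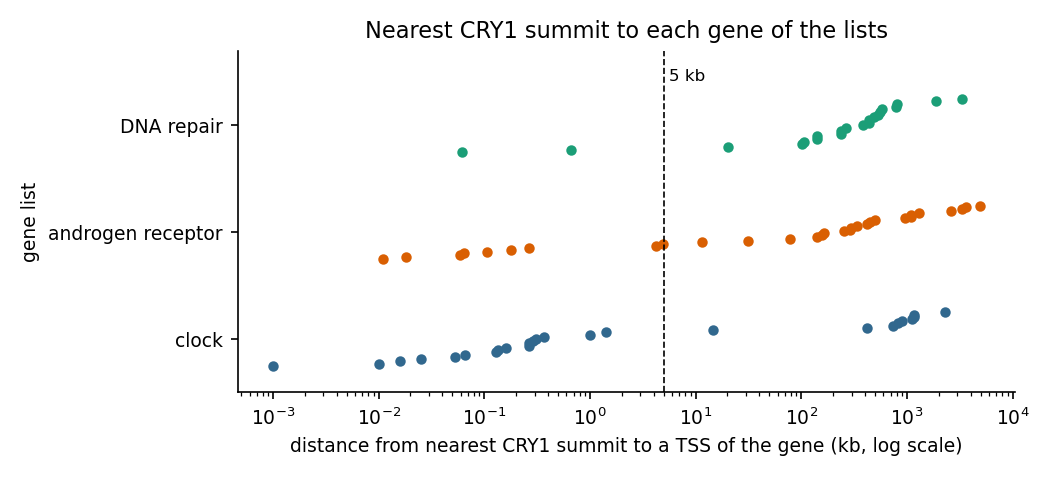
Distance (kb, log scale) from a TSS of each gene of the 3 lists to the nearest CRY1 summit, 1 point per gene. The dashed line marks 5 kb, and the median was 0.310 kb for clock genes, 208 kb for the androgen receptor list and 382 kb for DNA repair genes.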

Values the study reported

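The study reported 2551 sites bound by CRY1 in C4-2 cells. It placed 37.9% of them at proximal promoters and 32.6% in introns. It counted 1929 genes with CRY1 bound at their TSS. It put genes of circadian function at 2.5% of the binding events, a value that its discussion gives as a share of the 1929 bound genes.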

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

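Each result was repeated under some of the alternatives listed in the methods. The peak count was 1444 at a fold enrichment of at least 5, and the median fold enrichment was 5.27 at q < 0.01. The promoter share was 64.7% within 1 kb of a TSS on either side, 77.9% within 5 kb, 47.9% with transcripts of protein-coding genes only and 59.6% in the top 500 peaks. It was 48.1% with the basic transcript set and 41.5% with 1 canonical transcript per gene, both chosen after seeing the data. A wider promoter or a larger transcript set assigns more sequence to promoters, whereas the cause in the top 500 peaks was not tested.

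The higher strength of promoter peaks lost its p under 0.05 in 2 alternatives: the log2 difference was 0.10 in −log10 q (permutation p = 0.0739) and 0.032 with promoters reaching 5 kb to each side (permutation p = 0.0750). The direction of the DNA repair list turned within 50 kb, where 3 genes gave an odds ratio of 0.651 (Fisher's exact p = 0.599), and neither direction passed a threshold.

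Among single motifs, the D-box turned from fewer to more at summits with 25 bp on each side (odds ratio 1.25), at the midpoint of the peak (1.12) and against shuffles (ratio 1.63). The androgen response element turned with 100 bp (1.13) and at the midpoint (1.65), and the RORE turned with 500 bp (0.935). None of these 6 had an adjusted p under 0.05. The CTCF motif, more frequent than in the flanks, was at 0.988 times its share in shuffled windows, which share the base composition of the summits. AP-1 lost its adjusted p under 0.05 with 25 bp (1.42) and with 500 bp (1.09). The cause of these changes was not tested.

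No paired analysis was possible because the result comes from 1 pooled list and the input is a single library. Leaving out 1 replicate was not possible because the peaks were called on the pooled libraries.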

Other observations

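The tests of the chromosome X stretch and of the 7-mer were chosen only after the result was seen, and the rule by which E-box pairs were judged was also changed then. The libraries form 1 group of immunoprecipitates, so no biological explanation was tested for any pattern below.

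Base composition alone did not give the E-box excess: the highest share in 100 shuffles was 3.53%, against 47.8% at summits. The bases beside the E-boxes at summits also differed from those beside E-boxes elsewhere. At the base 3 positions before the site, T was at 15.5% in 1328 summit E-boxes outside the stretch of chromosome X described below, each read on both strands with the 2 reads counted separately, against 23.1% in 5412 E-boxes over 1 kb and up to 10 kb from a summit (Fisher's exact test, adjusted p = 3.66e-17 over 12 comparisons), and G was at 36.0% against 27.9% (adjusted p = 2.46e-15). At the same position A was also rarer (23.7% against 27.3%) and C more frequent (24.7% against 21.7%). Base composition around the sites was not controlled in this comparison, so it stays open as the reason.

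With each peak counted as independent, gene density does not account for the whole of the uneven spread over chromosomes. The chi-square with TSS number as the expectation was 194 (p = 1e-05, the smallest the draws can give). Background peaks from extra DNA copies or from mapping would lower the E-box share on the 5 chromosomes in excess. It was 48.1% of 707 summits there and 47.7% of 1842 elsewhere (odds ratio 1.02, Fisher's exact p = 0.859). Extra copies that raise the recovery of true sites on these chromosomes may still contribute, and copy number was not measured here.

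Repeated sequence was not the source of most peaks: 4.24% of summit windows (108) had over 50% of their 32-mers repeated in the genome, against 14.8% of random windows (376, odds ratio 0.256, Fisher's exact p = 3.92e-39). In the stretch of chromosome X, 100% of the 33 windows were of this kind. The stretch matched itself best at a shift of 2981 bp (39.7% of bases equal, against a median of 26.6%), close to the median single spacing of its strong peaks of 2986 bp. The regular spacing may therefore reflect copies of 1 tandem repeat unit with an E-box, among which each read was placed. How many copies are bound cannot be read from these peaks. Without the stretch, chromosome X had 16 peaks, and 39.9% of all summits had a neighbour within 10 kb against 40.7% with it.

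E-boxes with a partner 6 or 7 bp away, with 1 mismatch allowed in the partner, made up 6.17% of the summit E-boxes outside the stretch of chromosome X (82 of 1328), above the highest of 100 shuffles at 3.09%. Composition alone is therefore an unlikely cause. The test set beforehand also asked for more pairs than at neighbouring gaps, and that part was met at a gap of 6 (55 partners) and not at a gap of 7 (27 partners, against a mean of 32.7 at gaps of 3 to 12 other than 6). A gap of 10 had 41, and 16 of 31 gaps were above every shuffle. A preferred spacing of 7 bp is not shown, and a general grouping of E-boxes stays open. The median fold enrichment was 6.38 in 75 peaks with such a pair and 5.69 in 1127 without (log2 difference 0.17, permutation p = 0.0208, two-sided).

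Of the peaks, 53 had the narrowest width of 83 bp. A fragment length set too short could split 1 site into 2 shoulders, with the E-box between them. Of 294 pairs of summits under 400 bp apart, 2.04% had an E-box within 25 bp of the midpoint (6), compared with 21.4% of the 588 summits. At 1656 lone summits, with no other within 2 kb, E-boxes per bp numbered 11.1 within 10 bp and 9.98 at 20 to 40 bp. There was no dip at the summit, but lone summits have no neighbour that could be the other shoulder. They therefore do not test the splitting.

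In the weakest of 5 equal groups of promoter peaks the E-box share was 27.5% (interval 22.6 to 33.0%), against 1.32% in the flanks and 2.77% in shuffles of all promoter summits. The share in these weak peaks is therefore above that of nearby sequence and of base composition. The E-box share at promoters without a peak was not measured. Non-specific recovery of open promoters may thus still explain part or all of these weak peaks.

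Random lists matched to the clock genes on TSS number and promoter CpG had on average 2.78 genes with a peak, at most 11, and 0 of 10000 reached 16. For the androgen receptor list the mean was 2.92, and 23 of 10000 draws (0.23%) reached 9. These 2 properties of promoters are therefore unlikely to account for either excess. For DNA repair genes, matched lists had 2.32 on average and 6896 of 10000 reached the observed 2.

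Among promoter summits without an E-box, 5.33% (42 of 788) held the 7-mer CTTAAAG. It ranked top of 6931 on the odd chromosomes (27 of 453 summits, 5.96%). On the even chromosomes 15 of 331 summits held it (4.53%, interval 2.77 to 7.34%), against 1.51% at most in 100 sets of promoters without a peak and 1.81% at most in shuffles. The whole list had been seen before this split. Peaks with the 7-mer had a median fold enrichment of 6.05 against 4.87 without (log2 difference 0.31, permutation p = 1.9e-04, two-sided), the strongest at REEP4 (8:21999309–21999959, 15.5) and GCDH (19:13001640–13002200, 15.1). Another DNA-binding factor at these promoters is a candidate explanation, and none was tested.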
